A study of Homo sapiens with 14 samples. Its data were reported in "Sorting and packaging of RNA into extracellular vesicles shape intracellular transcript levels" (2022).

How the data were processed

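RNA of HUVECs and of the EVs in their medium was measured in 14 RNA-seq libraries, with 4 of monoculture cells, 3 of monoculture EVs, 4 of coculture cells and 3 of coculture EVs. Groups were taken from the treatment and compartment labels of the samples. The labels carry replicate numbers but do not say whether a number stands for a separate culture, so replicates may be technical and p-values measure only the spread between these samples.

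According to the submitters' processing notes and the paper's methods, the authors prepared total RNA with the Ovation SoLo kit, trimmed the first bases of single-end reads, removed low-complexity reads with Prinseq and removed reads of rRNA with STAR 2.5.2b. They mapped the rest to the cDNA and ncRNA transcripts of Ensembl release 90 (GRCh38) with Salmon 0.8.2, removed likely PCR duplicates by barcode and mapped the remaining reads again. The deposited values were, per transcript and library, expected counts (reads estimated by Salmon, not always whole), TPM over all transcripts, and the transcript length in nt with an effective length. The effective lengths were the same in all libraries. How the counting used the strand of the reads is not given in the sources used here, so values of genes that overlap another gene on the opposite strand are uncertain. Reads of near-identical copies, such as those of ribosomal protein genes, histone genes and pseudogenes, can be assigned to the wrong copy.

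Transcripts were joined to genes with GENCODE 44. Of 199149 transcripts 194813 (97.8%) were matched by identifier, to 57383 genes, and the unmatched transcripts held 2.49–5.10% of the reads of a library. The matched transcript had the same version in 82.8% and the same length in 85.1% of cases. Genes of the protein-coding and translated processed pseudogene types were taken as mRNA genes (19785) and genes of the lncRNA and other pseudogene types as lncRNA genes (29378). These are the classes of the study, with GENCODE 44 types in place of those of Ensembl release 90. Other classes (snRNA, 7SL, Y RNA, 7SK, snoRNA, rRNA) were only summed, but 4 lncRNA copies of rDNA were tested. The deposited TPM, taken over all classes, gave mRNA and lncRNA transcripts 11.4–17.6% of the total in cells and 2.41–5.16% in EVs, so TPM was rescaled over mRNA and lncRNA genes before the study's threshold was applied.

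The estimated reads of all transcripts came to 7031398–7998469 per cell library and 441672–802674 per EV library, of which mRNA and lncRNA genes held on average 6934904 in monoculture cells, 6606950 in coculture cells, 332638 in monoculture EVs and 271161 in coculture EVs. In data simulated from these libraries, with 100 genes changed per draw, 4-fold changes were recovered in 57.3% of genes for monoculture EVs against cells, 56% for coculture EVs against cells, 95% between cells, 53.7% between EVs and 22% for packaging. For 2-fold changes the shares were 23.7%, 17.7%, 75.3%, 7.3% and 1.3%. A gene missing from a list of calls is therefore weak evidence of no change wherever EVs were involved.

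Expected counts were summed per gene, rounded and tested with edgeR 4.0.16 (TMM factors, filterByExpr with a minimum count of 10, quasi-likelihood F tests) in R 4.3.3. The comparisons were EVs against cells in each condition, coculture against monoculture in cells and in EVs, and the change in EV packaging, which is the EV-cell difference in coculture minus that in monoculture and was fitted to all 14 libraries. P-values were adjusted over the genes of a comparison by the method of Benjamini and Hochberg. A gene was called at an adjusted p below 0.1 and a mean TPM of at least 1 in a compared group, the thresholds of the study. CPM values used the TMM factors of the fit they belong to. Where a group held 0 reads of a gene, the fold change is given as a lower bound with a floor of 3 reads over the group. Standard errors describe the spread between libraries, whereas these floors and the Poisson limits below cover counting error only.

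Named genes were chosen by a rule set before the data were examined. Among called genes with a mean TPM of at least 10 in the higher group and CPM values that did not overlap between groups (not asked for packaging), the rule took the 6 mRNA genes and 2 lncRNA genes with the largest change each way, and up to 4 called members with the lowest p per list. The 15 genes of the qRT-PCR lists below, some of those that the study measured by qRT-PCR, were named in both EV-cell comparisons whatever their result. XIST and Y-linked genes were left out throughout. Some genes that the rule chose are not reported.

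Before the data were examined, 27 gene lists were written from general knowledge. They covered ribosomal proteins, translation factors, mitochondrially encoded mRNAs, nuclear-encoded oxidative phosphorylation, replication-dependent histones, mitosis, DNA replication, MYC targets, endothelial identity, markers of tumor and epithelial cells, of pericytes and fibroblasts and of blood cells, interferon response, inflammatory endothelial genes, TGF-beta and YAP targets, hypoxia and glycolysis, cholesterol synthesis, the unfolded protein response, Notch and tip cell genes, immediate early genes, p53 targets, extracellular matrix, EV biogenesis, snoRNA host genes, nuclear-retained lncRNAs and 8 and 7 qRT-PCR genes of the study that were higher or lower in EVs. Lists with at least 3 tested genes were tested with camera of limma 3.58.1 on log2 CPM at its preset inter-gene correlation of 0.01, and again with a correlation estimated from the data. P-values of lists were adjusted over 132 tests of all comparisons. Lists on MYC, mitosis, DNA replication, oxidative phosphorylation, hypoxia, inflammation and interferon follow themes that the study drew from these same libraries, so their results are not independent evidence.

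For each gene the packaging change was correlated with the cell change over the 4476 genes that passed the low-count filter in the cell, EV and packaging comparisons. Both contrasts contain the cell libraries, which by itself gives a negative correlation, so the cell libraries were also divided into 2 sets in 36 ways, with a set used for each contrast on group means of log2(CPM + 2). On the same scale, the share of the cell change that EVs followed was the covariance of EV change and cell change divided by that of cell changes from separate sets, and was compared with 20 simulated draws at the real depth and spread. Transcript lengths of genes higher and lower in EVs were compared for the most abundant transcript by TPM, with 100000 permutations. Short-RNA overlap was searched with stretches of 25 bases shared with 34 abundant short RNAs. Background in EVs was estimated from the reads per exonic kb of 558 genes of families taken as silent, with 95% Poisson limits. These genes still summed to 799.5–1233.2 CPM in cells. Any member with transcripts of its own raises this background, so shares of genes above it are uncertain.

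Pairing by replicate number was checked with correlations of residuals. Coculture libraries correlated with the monoculture library of the same number at r = 0.204, 0.111, 0.262 and 0.242 for cells and r = 0.587, 0.106 and 0.531 for EVs, so a block on the number was added as an alternative in these comparisons. Counts of replicates in a group differed by a chi-square per gene of 4.50–23.03, so no library was a copy of another.

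Alternatives fixed before the data were examined were DESeq2 1.42.0, RLE factors, library sizes only, no or a stricter low-count filter (30 reads in every library of a group), effective length as an offset, the replicate block, limma-voom with quality weights, removal of rDNA copies and mitochondrial genes, an adjusted p below 0.05, all 14 libraries in a joint fit, limma on log2(TPM + 1), and leaving out each library in turn. Chosen after seeing the data were the threshold on the deposited TPM, cell reads thinned to EV depth (301673 reads), removal of genes that resemble short RNAs or of the U11 gene, the transcript with the most reads, the block within cells and within EVs, the block for gene lists, the relation without each EV library or pair, and the relation among genes above the EV background. Figures were drawn with matplotlib 3.10.9, with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15. Alternative splicing, short RNAs as single genes and sequence variants were not analysed here.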

Results

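HUVECs, primary endothelial cells from the umbilical vein, were grown alone or in direct contact with MDA-MB-231 cells, a line of metastatic breast cancer cells. Cells and EVs were both selected with beads against CD31 (PECAM1), an adhesion protein of endothelial cells, and their RNA was sequenced. The reads left after removal of rRNA reads and duplicates, which are not the depth of sequencing, were fewer in EV libraries. Their group means were 7637211 ± 344050.4 (SD, n = 4) for monoculture cells, 7343039 ± 249392 (n = 4) for coculture cells, 648479.7 ± 138444 (n = 3) for monoculture EVs and 514872 ± 86917 (n = 3) for coculture EVs.

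EVs and cells carried different classes of RNA. Reads of mRNA made up 84.3 ± 0.716% (SD, n = 4) of the reads in monoculture cells and 35.98 ± 8.20% (n = 3) in their EVs, and 80.2 ± 1.22% and 37.5 ± 5.69% in coculture cells and EVs. Short structured RNAs took up much of the difference. The 7SL RNA of the signal recognition particle, which guides secreted proteins to the endoplasmic reticulum, made up 7.98 ± 0.949% in monoculture EVs and 1.24 ± 0.109% in their cells, and 13.6 ± 1.51% and 1.15 ± 0.127% in coculture. Y RNAs, partners of the Ro60 protein, made up 6.44 ± 3.42% and 0.155 ± 0.0317% in monoculture and 9.27 ± 1.65% and 0.151 ± 0.0521% in coculture. For the snRNAs of the spliceosome the shares were 24.2 ± 7.34% and 2.40 ± 0.132% in monoculture and 15.2 ± 5.59% and 2.86 ± 0.394% in coculture. The nuclear 7SK RNA went the other way, with 0.166% in monoculture EVs and 0.996% in their cells. Genes of the lncRNA and pseudogene types held 10.9 ± 3.43% in monoculture EVs and 6.71 ± 0.338% in monoculture cells, and 9.35 ± 2.76% and 10.1 ± 0.940% in coculture EVs and cells.

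**Figure D1:**
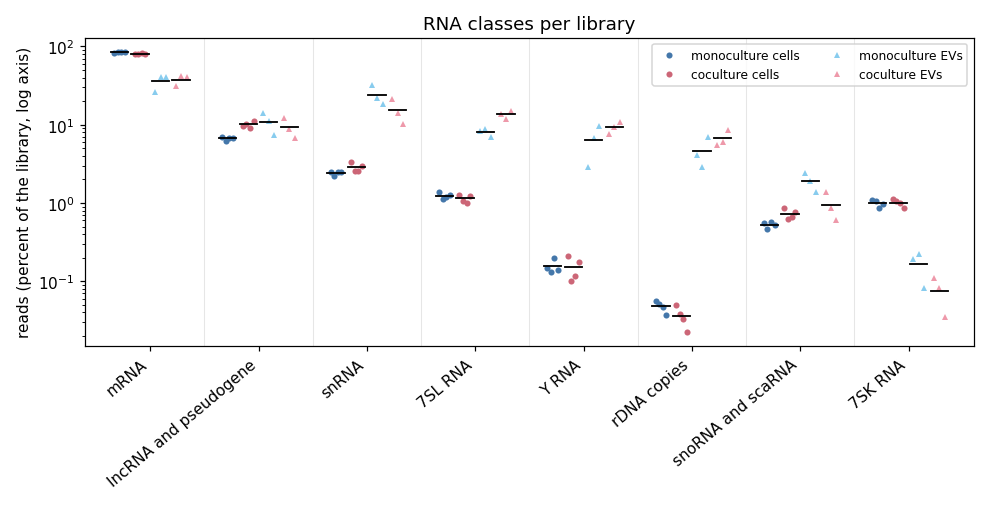
Share of reads by class of RNA, in percent, in each of the 14 libraries. Short RNAs (7SL, Y RNA and snRNA) held a far larger share in EVs than in cells.

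With a mean TPM of at least 1, monoculture cells expressed 12659 mRNA and 7631 lncRNA genes, of which 10622 and 4011 also reached that level in their EVs. In coculture 13128 mRNA and 8512 lncRNA genes were expressed in cells and 9920 and 3285 of these in EVs. With the deposited TPM the genes also found in EVs were 1160 and 287 in monoculture and 1372 and 259 in coculture. Abundance in EVs followed abundance in cells more closely for mRNA than for lncRNA genes. In monoculture, log2(TPM + 1) correlated with r = 0.8286 over 12658 mRNA genes (Spearman rho = 0.808) and r = 0.557 over 7615 lncRNA genes (rho = 0.327), and in coculture r = 0.797 over 13126 and r = 0.503 over 8494 genes (rho = 0.774 and 0.246).

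The comparison of EVs with cells in monoculture asked which transcripts of untreated HUVECs were more, or less, abundant in EVs. RAB13 mRNA, from chr1 153981617–153986358 (GRCh38, GENCODE 44), stood out among mRNAs higher in EVs. This mRNA for a small GTPase of vesicle traffic and cell junctions held 6525 ± 5532 CPM in EVs (SD, n = 3) and 38.7 ± 3.88 CPM in cells (n = 4), a log2 difference of 7.40 ± 0.63 (SE, edgeR adjusted p = 3.71e-06). VWF, which encodes the von Willebrand factor of blood clotting and lies at chr12 5948877–6124770, dropped from 4595 ± 825 CPM in cells to 910 ± 206 CPM in EVs, a log2 difference of −2.33 ± 0.36.

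Of 18277 genes tested, 7405 were called, with 2883 higher and 4522 lower in EVs (edgeR, adjusted p below 0.1). For mRNA genes 1532 were higher and 4289 lower of 13508, and for lncRNA genes 1351 were higher and 233 lower of 4769. This split depended on the method, with 3365 higher and 3564 lower with RLE factors, 4043 and 3813 under DESeq2, 831 and 11721 with limma on log2(TPM + 1) and 1046 and 4038 with the threshold on the deposited TPM. The median log2 difference of all genes was −0.17 in the edgeR fit, 0.03 under DESeq2 and −1.17 with limma on log2(TPM + 1). An even background over exons was estimated from gene families taken as silent. It was exceeded by 497 of the 1532 mRNA genes (32.4%) and 443 of the 1351 lncRNA genes (32.8%) called higher, including all named ones. In coculture these were 894 of 1695 mRNA (52.7%) and 373 of 905 lncRNA genes (41.2%).

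TRAK2, whose product ties mitochondria to kinesin motors and which lies at chr2 201377207–201451500, was higher in EVs by 5.87 ± 0.62 (4890 ± 3938 against 83.9 CPM, adjusted p = 1.83e-05). PCSK5, a convertase that activates secreted proteins, was higher by 6.30 ± 0.46 (3199 ± 1608 against 40.5 CPM). ANP32B, a histone chaperone, was higher by 5.999 ± 0.60 (4926 ± 4531 against 77.0 CPM) and OR10K1, an olfactory receptor gene, by 6.20 ± 0.52 (1665 ± 1322 against 22.7 CPM). C4orf36, of unknown function, was higher by 6.17 ± 0.75 from a low level in cells (68.0 ± 68.0 against 0.917 CPM). Among mRNAs with 0 reads in all monoculture EVs, MOGS, which trims N-glycans, was at least 11.6-fold lower in EVs and PHKA2, a subunit of phosphorylase kinase, at least 7.80-fold. The bounds were 6.67-fold for ACAP3, a regulator of ARF GTPases, 6.56-fold for TLCD3A and 5.78-fold for LRPAP1, a chaperone of lipoprotein receptors. For MAP2K3, a kinase upstream of p38, the bound was 4.61-fold.

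Among lncRNA genes, ENSG00000270103 at chr1 28648600–28648730 was at least 124000-fold higher in EVs, with 13617 ± 13790 CPM, but it coincides with the U11 snRNA and may count its reads. The unnamed gene ENSG00000225813 was at least 313.1-fold higher. ENSG00000269968 was at least 29.6-fold and ENSG00000243302 at least 8.28-fold lower in EVs, both without EV reads. SNHG5 and GAS5, host genes of snoRNAs, were higher in EVs by 2.12 ± 0.24 and 1.75 ± 0.23. KCNQ1OT1, a nuclear regulator of an imprinted locus that lies antisense to KCNQ1, was higher by 1.87 ± 0.34 and TUG1, now annotated as protein-coding, lower by a log2 difference of −1.95 ± 0.28. With limma on log2(TPM + 1) SNHG5 (0.46), GAS5 (0.10) and KCNQ1OT1 (0.23) were not called.

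**Figure D2:**
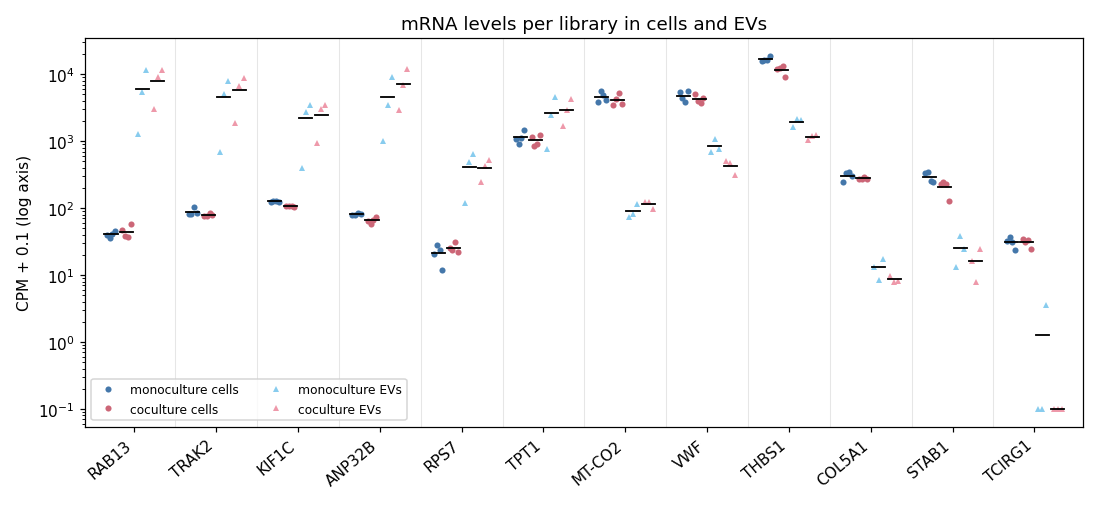
CPM plus 0.1 (log axis) of 12 genes in cells and EVs of both conditions, with a point per library and a bar at the group mean. RAB13, TRAK2 and KIF1C (KIF1C was chosen after its values were seen) were higher in EVs and MT-CO2, VWF and COL5A1 lower.

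Of the 27 lists, 16 were called in monoculture, 4 higher and 12 lower in EVs (camera, preset correlation), and 0 with an estimated correlation, where the lowest adjusted p was 0.208. All 13 mitochondrially encoded mRNAs, which encode respiratory chain subunits, were lower (13 also when adjusted over the list alone). The median was −4.60 (adjusted p = 1.38e-10, and adjusted p = 0.296 with an estimated correlation). MT-CO2 fell by 5.51 ± 0.42, from 4412 ± 741 to 97.1 ± 22.8 CPM, and MT-ND4L by 5.92 ± 0.42. For the extracellular matrix, 42 of 53 genes were lower and 1 higher (44 and 3 adjusted over the list alone). The median was −1.93 (adjusted p = 1.25e-10, and adjusted p = 0.208 with an estimated correlation). Examples were COL5A1, a fibrillar collagen chain, at −4.46 ± 0.36 (adjusted p = 2.26e-06) and LOXL2, a collagen cross-linker, at −3.63 ± 0.35.

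Endothelial identity genes were lower in 39 of 47 cases and higher in 1 (40 and 1 adjusted over the list alone). Their median was −1.69, or −1.67 with bounds for genes without EV reads (adjusted p = 2.21e-07, and adjusted p = 0.291 with an estimated correlation). STAB1, a scavenger receptor, was lower at −3.31 ± 0.34 and S1PR1, a receptor for sphingosine phosphate, at −2.65 ± 0.28. Of 26 Notch and tip cell genes 17 were lower (19 lower and 1 higher adjusted over the list alone). The median was −1.80, or −1.67 with bounds (adjusted p = 0.000277, and adjusted p = 0.232 with an estimated correlation), and the growth factor PDGFB was at −4.15 ± 0.41. TGF-beta and YAP targets were lower in 20 of 31 and higher in 3 (21 and 3 adjusted over the list alone). The median was −1.498, or −1.47 with bounds (adjusted p = 0.000334, and adjusted p = 0.314 with an estimated correlation).

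Cholesterol synthesis genes were lower in 16 of 26 cases (16 adjusted over the list alone). Their median was −1.34 (adjusted p = 0.00153, and adjusted p = 0.476 with an estimated correlation). The fatty acid synthase FASN was at −3.75 ± 0.43. In the unfolded protein list 18 of 33 were lower and 2 higher (19 and 2 adjusted over the list alone). The median was −1.03, or −0.92 with bounds (adjusted p = 0.0066, and adjusted p = 0.417 with an estimated correlation). The chaperone HSPA5 was lower at −2.43 ± 0.30 and the stress factor DDIT3 higher at 3.27 ± 0.30. Hypoxia and glycolysis genes were lower in 22 of 40 and higher in 1 (22 and 2 adjusted over the list alone). The median was −0.996 (adjusted p = 0.0124, and adjusted p = 0.557 with an estimated correlation). Mitosis genes were lower in 23 of 60 and higher in 2 (23 and 2 adjusted over the list alone). Their median was −0.72 (adjusted p = 0.0217, and adjusted p = 0.703 with an estimated correlation). MKI67, a coat of mitotic chromosomes, was at −2.48 ± 0.33, the spindle protein ASPM at −2.28 ± 0.33 and topoisomerase TOP2A at −1.81 ± 0.33.

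Interferon response genes were lower in 20 of 62 and higher in 5 (23 and 7 adjusted over the list alone). The median was −0.64, or −0.53 with bounds (adjusted p = 0.0727, and adjusted p = 0.563 with an estimated correlation). EV biogenesis and tetraspanin genes were lower in 16 of 48 and higher in 1 (16 and 1 adjusted over the list alone). The median was −0.48 (adjusted p = 0.0782, and adjusted p = 0.602 with an estimated correlation), among them the tetraspanin CD81 at −2.58 ± 0.29.

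Ribosomal protein mRNAs were higher in 39 of 79 and lower in 0 (39 adjusted over the list alone). Their median was 0.66, or −0.84 with limma on log2(TPM + 1) (adjusted p = 3.38e-07, and adjusted p = 0.596 with an estimated correlation). RPS7 was higher by 4.47 ± 0.44, RPL26 by 3.56 ± 0.52 and RPL21 by 2.31 ± 0.30, the last 2 without a call with limma on log2(TPM + 1) (2.36 and 1.07). Of 27 snoRNA host genes 13 were higher and 1 lower (14 and 1 adjusted over the list alone). The median was 0.75, or −0.80 with limma on log2(TPM + 1) (adjusted p = 8.69e-05, and adjusted p = 0.232 with an estimated correlation). The list of pericyte and fibroblast markers was higher in 6 of 13 and lower in 1 (6 and 1 adjusted over the list alone). The median was 0.99, or −0.10 with limma on log2(TPM + 1) (adjusted p = 0.0233, and adjusted p = 0.339 with an estimated correlation), but their summed level was lower in EVs, with 714 ± 310 against 1111 ± 144 CPM. Relative to the median of all genes under the same scaling, these medians stayed higher under every scaling, by 0.33–0.96 for ribosomal proteins, 0.36–0.93 for snoRNA host genes and 0.33–1.22 for pericyte markers. The other 11 lists were not called, with adjusted p between 0.122 (blood cell genes) and 0.991 (MYC targets).

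The study had measured a set of genes by qRT-PCR in another experiment. Of the 8 qRT-PCR genes expected higher in EVs from that experiment, 6 were called higher (6 adjusted over the list alone). The median was 1.42, or −0.51 with limma on log2(TPM + 1) but 0.65 above the median of all genes there (adjusted p = 0.00033, and adjusted p = 0.476 with an estimated correlation). Besides RAB13, ANP32B and RPL26 these were RPL41 at 1.26 ± 0.35 (adjusted p = 0.0121), RPL14 at 1.46 ± 0.41 (adjusted p = 0.0141) and TPT1, a conserved growth-related protein, at 1.37 ± 0.45 (adjusted p = 0.0309). RPL14 (0.69) and TPT1 (0.57) were no longer called without monoculture EV 3, and in monoculture EV 1 both (315 and 757 CPM) lay below every cell library. The values of RPL4 (0.65 ± 0.39, adjusted p = 0.203) and the elongation factor EEF1A1 (0.74 ± 0.46, adjusted p = 0.224) were not called. With limma on log2(TPM + 1), the fitted values of RPL41, RPL14, TPT1, RPL4 and EEF1A1 were all below 0.

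Of the 7 genes expected lower in EVs, 6 were called lower and 1 higher (6 and 1 adjusted over the list alone). The median was −2.27 (adjusted p = 0.00814, and adjusted p = 0.267 with an estimated correlation). Called lower were the proton pump subunit TCIRG1 at −4.84 ± 0.79, the matrix protein THBS1 at −2.92 ± 0.40, VWF, the cytoskeletal adaptor FRMD5 at −2.27 ± 0.35, the receptor GPR107 at −1.86 ± 0.25 and the dynein adaptor HOOK2 at −1.45 ± 0.65 (adjusted p = 0.097). HOOK2 lost its call when any of 6 of the 7 libraries was left out, at −1.39 to −1.11. ANKRD10 was higher at 0.60 ± 0.24 (adjusted p = 0.0708), but not without monoculture EV 1 (0.31) or EV 2 (0.63), and was at −0.24 with limma on log2(TPM + 1).

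The length of the most abundant transcript by TPM had a median of 1004 nt for genes higher in monoculture EVs, 763 nt for genes lower in them and 893 nt for the rest, a difference of 241 nt between the former groups (permutation p = 1e-05, the smallest possible). In coculture the medians were 854, 728 and 905 nt, a difference of 126 nt (permutation p = 0.00014). The direction depended on the transcript chosen per gene. With the transcript that held the most reads, genes higher in EVs had the shorter transcripts, 2190 against 3807 nt in monoculture and 2053 against 4008 nt in coculture.

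The same comparison in coculture asked whether the sorting between EVs and cells held in contact with tumor cells. RAB13 was again among the mRNAs with the largest excess in EVs, by 7.65 ± 0.47 (8510 ± 4756 CPM in EVs, n = 3, against 42.4 ± 8.96 in cells, n = 4, edgeR adjusted p = 5.54e-08). Many histone (39 of 55), mitosis (32 of 60) and MYC target mRNAs (35 of 87) were now called higher in EVs than in cells, but with limma on log2(TPM + 1) the medians of these lists were below 0.

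Of 18685 genes 7161 were called, with 2600 higher and 4561 lower in EVs (3648 and 3786 under DESeq2, 687 and 15818 with limma on log2(TPM + 1), and 1294 and 3912 with the deposited TPM). For mRNA genes 1695 were higher and 4149 lower, and for lncRNA genes 905 and 412. The median of all genes was −0.29, or −0.09 under DESeq2 and −1.47 with limma on log2(TPM + 1). Differences in the conditions correlated with r = 0.53 over 17473 genes (rho = 0.638), and 759 mRNA genes were higher and 2939 lower in both, while 31 and 21 had opposite calls.

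ANP32B was higher in coculture EVs by 6.95 ± 0.45, TRAK2 by 6.37 ± 0.46, PCSK5 by 6.08 ± 0.34 (adjusted p = 2.91e-08), OR10K1 by 5.93 ± 0.32 and HMGN5, a nucleosome-binding protein, by 6.10 ± 0.43 (158 against 2.21 CPM). With 0 reads in all coculture EVs, GNG10, a G protein subunit, was at least 8.36-fold lower than in cells, UBA7, which activates the interferon-induced modifier ISG15, at least 7.73-fold and TCIRG1 at least 7.44-fold. The bounds were 5.82-fold for TM6SF1, a lysosomal membrane protein, 5.52-fold for the microtubule protein EML3 and 5.43-fold for MED16, a Mediator subunit. Among lncRNA genes, ENSG00000270103 at the U11 snRNA was at least 147400-fold higher and ANP32BP1, a processed copy of ANP32B whose reads may come from the parent gene, at least 266.4-fold. SMG1P5, a copy of SMG1, was at least 40.5-fold and ENSG00000269968 at least 10.5-fold lower.

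In coculture 17 lists were called, 10 higher and 7 lower in EVs, and 0 with an estimated correlation (lowest adjusted p = 0.208). Replication-dependent histones were higher in 39 of 55 (42 higher and 1 lower adjusted over the list alone). Their median was 1.69, or −0.30 with limma on log2(TPM + 1) (adjusted p = 3.8e-17, and adjusted p = 0.248 with an estimated correlation). H2BC3 was higher by 4.02 ± 0.49 and H4C8 by 2.63 ± 0.26. Mitosis genes were higher in 32 of 60 and lower in 2 (34 and 2 adjusted over the list alone). The median was 1.35, or −0.28 with limma on log2(TPM + 1) (adjusted p = 1.74e-11, and adjusted p = 0.417 with an estimated correlation). FOXM1, a transcription factor of mitotic genes, was higher by 2.55 ± 0.30 and the kinase AURKA by 2.48 ± 0.44. DNA replication genes were higher in 21 of 65 and lower in 4 (18 and 3 adjusted over the list alone). The median was 0.41, or −0.96 with limma on log2(TPM + 1) (adjusted p = 0.000107, and adjusted p = 0.367 with an estimated correlation), and the checkpoint mediator CLSPN was higher by 4.22 ± 0.37. MYC targets were higher in 35 of 87 and lower in 6 (35 and 6 adjusted over the list alone). Their median was 0.50, or −1.14 with limma on log2(TPM + 1) (adjusted p = 9.02e-07, and adjusted p = 0.476 with an estimated correlation). NCL, a nucleolar protein, was higher by 3.56 ± 0.39 (3746 against 317 CPM) and the histone chaperone SET by 3.04 ± 0.33.

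Ribosomal proteins were higher in 61 of 79 (65 adjusted over the list alone). The median was 1.08, or −0.74 with limma on log2(TPM + 1) (adjusted p = 2.64e-20, and adjusted p = 0.404 with an estimated correlation). RPS7 was higher by 4.12 ± 0.25, RPL26 by 3.99 ± 0.28 and RPS24 by 2.18 ± 0.26. Translation factors were higher in 16 of 39 and lower in 3 (17 and 3 adjusted over the list alone). The median was 0.23, or −1.42 with limma on log2(TPM + 1) (adjusted p = 0.000355, and adjusted p = 0.592 with an estimated correlation). Nuclear-encoded oxidative phosphorylation genes were higher in 35 of 77 and lower in 7 (38 and 7 adjusted over the list alone). Their median was 0.65, or −1.19 with limma on log2(TPM + 1) (adjusted p = 1.2e-07, and adjusted p = 0.291 with an estimated correlation). Host genes of snoRNAs were higher in 9 of 27 and lower in 3 (9 and 4 adjusted over the list alone). The median was 0.55, or −1.42 with limma on log2(TPM + 1) (adjusted p = 0.00883, and adjusted p = 0.296 with an estimated correlation). All 8 qRT-PCR genes expected higher were called higher (8 adjusted over the list alone). The median was 1.87, or −0.42 with limma on log2(TPM + 1) (adjusted p = 2.7e-07, and adjusted p = 0.314 with an estimated correlation). Relative to the median of all genes none of these 9 lists turned negative under any scaling, with the lowest value at 0.05 for translation factors and snoRNA host genes. The other higher list, of blood cell genes, was higher in 3 of 4 genes (3 adjusted over the list alone), which were PTPRC, LYZ and TF, with a median of 2.77 (adjusted p = 0.0231, and adjusted p = 0.296 with an estimated correlation).

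On the lower side, all 13 mitochondrially encoded mRNAs were called (13 adjusted over the list alone). Their median was −3.61 (adjusted p = 4.66e-08, and adjusted p = 0.324 with an estimated correlation). MT-CO2 was at −4.99 ± 0.34 and MT-CO3 at −4.27 ± 0.31. Extracellular matrix genes were lower in 43 of 52 and higher in 1 (46 and 1 adjusted over the list alone). The median was −2.50 (adjusted p = 5.73e-10, and adjusted p = 0.208 with an estimated correlation). COL5A1 was at −4.86 ± 0.32 and the secreted glycoprotein FSTL1 at −2.89 ± 0.24. Endothelial identity genes were lower in 38 of 47 and higher in 2 (40 and 2 adjusted over the list alone). The median was −2.10 (adjusted p = 5.46e-07, and adjusted p = 0.208 with an estimated correlation). SHANK3 was at −4.23 ± 0.36, VWF at −3.16 ± 0.31 and the platelet and endothelial protein MMRN1 at −3.14 ± 0.27.

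Interferon response genes were lower in 35 of 68 and higher in 1 (39 and 3 adjusted over the list alone). Their median was −1.54 (adjusted p = 0.000372, and adjusted p = 0.563 with an estimated correlation). Antigen presentation genes were among them, HLA-C at −4.87 ± 0.61, B2M at −2.69 ± 0.29 and HLA-E at −2.45 ± 0.25. Notch and tip cell genes were lower in 17 of 26 and higher in 1 (19 and 2 adjusted over the list alone). The median was −1.68 (adjusted p = 0.00932, and adjusted p = 0.417 with an estimated correlation). TGF-beta and YAP targets were lower in 15 of 30 and higher in 1 (15 and 1 adjusted over the list alone). The median was −1.49 (adjusted p = 0.0233, and adjusted p = 0.417 with an estimated correlation). The remaining 10 lists were not called, with adjusted p between 0.184 (inflammatory genes) and 0.957 (tumor markers). In the uncalled list of EV biogenesis genes, YBX1, an RNA-binding protein of EV sorting, was higher by 2.41 ± 0.24 and the tetraspanin CD9 lower, at −1.65 ± 0.25. With limma on log2(TPM + 1) YBX1 (0.595), FOXM1 (0.17), RPS24 (0.28), H4C8 (0.57) and NCL (1.28) were not called.

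Among the single qRT-PCR genes, RPL14 was higher by 2.07 ± 0.30, TPT1 by 1.67 ± 0.31, RPL41 by 1.44 ± 0.25, RPL4 by 1.11 ± 0.27 and EEF1A1 by 1.04 ± 0.34 (adjusted p = 0.0318), all below 0 with limma on log2(TPM + 1). EEF1A1 was not called without coculture EV 2 (0.94) or EV 3 (0.70). Of the genes expected lower, 6 of 7 were lower (6 adjusted over the list alone). Their median was −2.94, or −2.90 with bounds (adjusted p = 0.00171, and adjusted p = 0.299 with an estimated correlation). THBS1 was at −3.18 ± 0.33, GPR107 at −2.94 ± 0.29, FRMD5 at −1.33 ± 0.38 and ANKRD10 at −1.10 ± 0.31, whereas HOOK2 (−0.38 ± 0.51, adjusted p = 0.608) was not called. ANKRD10 lost its call with the stricter filter (−0.68), effective length (−0.33) and thinned cell reads (−0.42).

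The comparison of coculture with monoculture cells asked how tumor cells changed the transcripts of CD31-selected cells. Interferon-stimulated genes rose, most of all EPSTI1, by 5.42 ± 0.90 (15.2 ± 13.9 CPM in coculture, n = 4, against 0.347 in monoculture, n = 4, edgeR adjusted p = 0.00389), and IFI44L, by 5.07 ± 0.71 (338 ± 332 against 10.2 CPM). Histone genes fell, for example H2AC14 by 2.98 ± 0.32 (3.38 against 26.7 CPM, adjusted p = 0.00142). Of 17847 genes 4498 were called, with 1763 higher and 2735 lower in coculture, and 5956 with the replicate block. With library sizes only, 2771 were higher and 1838 lower, and with limma on log2(TPM + 1) 832 and 570. For mRNA genes 1247 rose and 2651 fell, for lncRNA genes 516 rose and 84 fell, and 275 rose and 341 fell by a log2 change above 1. Without monoculture cell 2 the count was 2972.

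VCAM1, which binds leukocytes at inflamed endothelium, rose by 3.65 ± 0.43 (34.0 ± 17.4 against 2.71 CPM, adjusted p = 0.00151), the antiviral enzyme OAS2 by 3.56 ± 0.64 and the antiviral GTPase MX1 by 3.40 ± 0.59 (106 ± 91.5 against 10.01 CPM). STC1, a secreted glycoprotein, rose by 3.35 ± 0.77 (adjusted p = 0.0154), largely through coculture cell 4, without which the change was 1.91. The largest decreases were all in histone genes, with H3C8 at −2.99 ± 0.39, H2BC14 at −2.89 ± 0.38, H2AC16 at −2.74 ± 0.37, H2BC7 at −2.65 ± 0.21 (adjusted p = 0.00033) and H3C4 at −2.64 ± 0.38. NEAT1, the scaffold RNA of paraspeckles, rose by 1.34 ± 0.18 (16245 ± 2637 against 6412 ± 1209 CPM, adjusted p = 0.00186) and MALAT1, a nuclear speckle RNA, by 0.81 ± 0.17. The lncRNA genes with the largest changes were the pseudogene ENSG00000244055 at 1.58 ± 0.40 and the mitochondrial copy MTCO1P12 at 1.505 ± 0.31, and PDIA3P2, a copy of PDIA3, at −2.08 ± 0.53 and the antisense gene PRR11-AS1 at −1.67 ± 0.26.

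For cells 17 lists were called, 3 higher and 14 lower, and 0 with an estimated correlation (lowest adjusted p = 0.232). Interferon response genes rose in 56 of 65 (60 adjusted over the list alone). The median was 1.2 (adjusted p = 7.13e-23, and adjusted p = 0.314 with an estimated correlation). Inflammatory endothelial genes rose in 16 of 33 and fell in 2 (20 and 2 adjusted over the list alone). The median was 0.71 (adjusted p = 3.38e-07, and adjusted p = 0.243 with an estimated correlation). The chemokine CXCL2 rose by 2.54 ± 0.37, the apoptosis inhibitor BIRC3 by 2.25 ± 0.21 and ICAM1, a ligand of leukocyte integrins, by 1.96 ± 0.24. Nuclear-retained lncRNAs rose in 6 of 17 and fell in 1 (9 and 1 adjusted over the list alone). Their median was 0.24 (adjusted p = 0.00926, and adjusted p = 0.296 with an estimated correlation).

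All 55 replication-dependent histone genes fell (55 adjusted over the list alone). The median was −1.67 (adjusted p = 6.22e-37, and adjusted p = 0.232 with an estimated correlation). DNA replication genes fell in 55 of 65 (58 adjusted over the list alone). The median was −0.81 (adjusted p = 7.21e-23, and adjusted p = 0.296 with an estimated correlation). Examples were TK1, thymidine kinase, at −2.45 ± 0.30 and RRM2, which makes deoxyribonucleotides, at −2.17 ± 0.25 (21.6 against 97.7 CPM). Mitosis genes fell in 55 of 60 and rose in 1 (59 and 1 adjusted over the list alone). Their median was −1.29 (adjusted p = 4.04e-21, and adjusted p = 0.367 with an estimated correlation). The condensin subunit NCAPG was at −1.88 ± 0.30 and FOXM1 at −1.67 ± 0.25. MYC targets fell in 63 of 87 and rose in 1 (75 and 1 adjusted over the list alone). The median was −0.50 (adjusted p = 1.32e-21, and adjusted p = 0.296 with an estimated correlation), for example RANBP1, a factor of nuclear transport, at −0.93 ± 0.11.

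Oxidative phosphorylation genes fell in 43 of 77 (56 lower and 1 higher adjusted over the list alone). The median was −0.36 (adjusted p = 1.73e-14, and adjusted p = 0.248 with an estimated correlation). Cholesterol synthesis genes fell in 22 of 26 (23 adjusted over the list alone). Their median was −0.95 (adjusted p = 1.32e-08, and adjusted p = 0.417 with an estimated correlation). The squalene epoxidase SQLE was at −1.41 ± 0.28. Hypoxia and glycolysis genes fell in 22 of 40 and rose in 1 (24 and 3 adjusted over the list alone). The median was −0.55 (adjusted p = 1.37e-05, and adjusted p = 0.476 with an estimated correlation). The glycolytic enzymes ENO1 (−1.10 ± 0.16) and GAPDH (−0.78 ± 0.12) fell, while the glucose transporter SLC2A3 rose (1.03 ± 0.15). Ribosomal proteins fell in 27 of 79 (31 adjusted over the list alone). The median was −0.22 (adjusted p = 2.76e-08, and adjusted p = 0.55 with an estimated correlation). Translation factors fell in 19 of 39 and rose in 1 (20 and 1 adjusted over the list alone). Their median was −0.25 (adjusted p = 3.12e-07, and adjusted p = 0.296 with an estimated correlation).

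Endothelial identity genes fell in 17 of 47 and rose in 2 (17 and 2 adjusted over the list alone). The median was −0.20 (adjusted p = 0.00463, and adjusted p = 0.393 with an estimated correlation). ENG, a coreceptor of TGF-beta, fell by 1.49 ± 0.19 (143 against 403 CPM), the guidance receptor ROBO4 by 0.91 ± 0.14 and the junction protein CDH5 by 0.75 ± 0.11. TGF-beta and YAP targets fell in 16 of 30 (18 adjusted over the list alone). The median was −0.62 (adjusted p = 2.27e-06, and adjusted p = 0.314 with an estimated correlation). EV biogenesis genes fell in 19 of 47 and rose in 1 (23 and 1 adjusted over the list alone). Their median was −0.27 (adjusted p = 2.8e-05, and adjusted p = 0.291 with an estimated correlation). The unfolded protein list fell in 9 of 33 and rose in 3 (9 and 3 adjusted over the list alone). The median was −0.20 (adjusted p = 0.0437, and adjusted p = 0.596 with an estimated correlation). Of 13 mitochondrially encoded mRNAs 0 were called (0 adjusted over the list alone, 7 lower with the block). Their median was −0.24 (adjusted p = 0.0782, and adjusted p = 0.703 with an estimated correlation).

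The other 10 lists were not called, with adjusted p between 0.112 (extracellular matrix) and 0.905 (pericyte markers). With the replicate block, Notch and tip cell genes (adjusted p = 0.0486, and 0.557 with an estimated correlation), extracellular matrix genes (adjusted p = 0.0601 and 0.586) and the qRT-PCR genes expected higher (adjusted p = 0.0846 and 0.502) were also called lower. Of 24 markers of MDA-MB-231 and epithelial cells 5 rose and 3 fell (6 and 3 adjusted over the list alone). The median was 0.17 (adjusted p = 0.255, and adjusted p = 0.707 with an estimated correlation). DSP, the desmosome protein desmoplakin, rose by 5.54 ± 0.57 (25.3 ± 16.8 against 0.522 CPM, adjusted p = 0.00115), the invasion-related receptor CDCP1 by 2.36 ± 0.43 and the laminin receptor chain ITGB4 by 2.17 ± 0.16. The summed markers held 750 ± 170 CPM in coculture and 706 ± 128 CPM in monoculture cells.

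**Figure D3:**
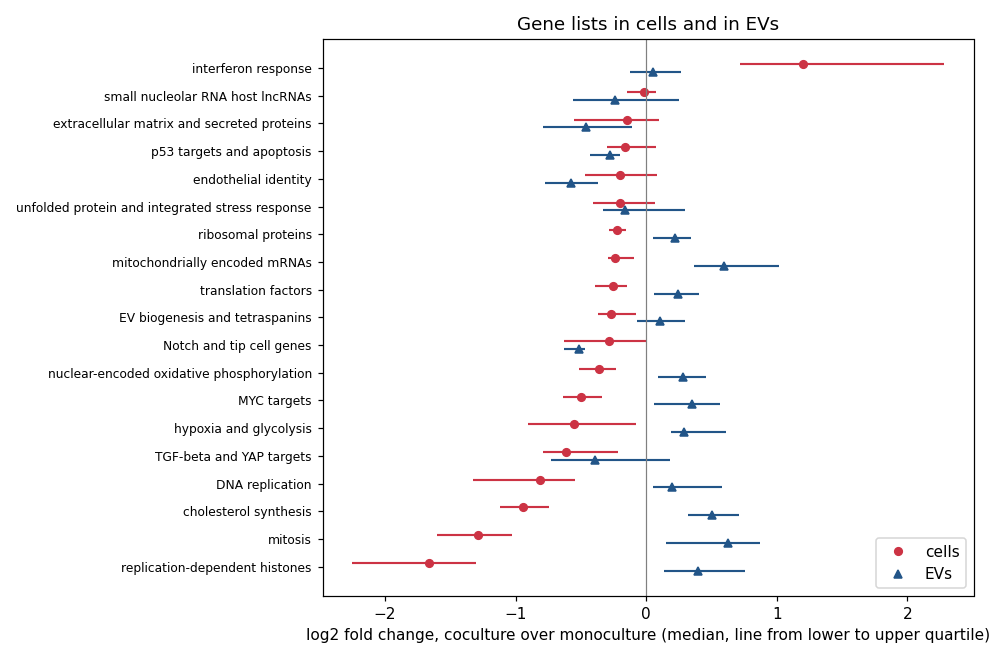
Median (point) and quartiles (bars) of the log2 change from monoculture to coculture per gene list, in cells and in EVs, for lists with at least 10 genes tested in EVs. Mitosis, histone and MYC target lists lay below 0 in cells and above 0 in EVs (edgeR values).

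The comparison of coculture with monoculture EVs asked whether EV content changed alongside. Of 4489 genes 0 were called by edgeR. DESeq2 called 3, limma on log2(TPM + 1) 7, edgeR on all 14 libraries 13 and limma-voom 0, and the replicate block raised the count to 90, with 46 higher and 44 lower. With the block, HSPA1B, an inducible heat shock chaperone, was called at 3.65 (edgeR adjusted p = 0.00621), from 9.04 CPM in monoculture to 118 CPM in coculture EVs without the block, where its value was 3.75 ± 0.72 (adjusted p = 0.514). DSP was at 3.12 ± 0.72 (adjusted p = 0.824) without and 3.23 (adjusted p = 0.00621) with the block.

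Other named genes were called with the block only. CDH5 had −1.39 ± 0.45 (132 against 346 CPM, adjusted p = 0.994) and −1.45 with the block (adjusted p = 0.0171), and VWF −0.97 ± 0.47 (adjusted p = 0.994) and −1.005 with the block (adjusted p = 0.068). The spindle factor TPX2 had 1.48 ± 0.46 and 1.54 with the block (adjusted p = 0.068), ANLN, which shapes the cleavage furrow, 1.27 ± 0.37 and 1.26 (adjusted p = 0.068), and MT-ND5 1.23 ± 0.49 and 1.31 (adjusted p = 0.0377). ANLN was at −0.21 with effective length as an offset and −0.42 with limma on log2(TPM + 1).

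Of 24 lists with at least 3 genes, 18 were called between EVs, 11 higher and 7 lower, and 0 with an estimated correlation (lowest adjusted p = 0.232). Without the block no member of these lists was called singly, and counts of signs stand in their place. With it 3 mitosis, 2 mitochondrially encoded, 5 endothelial and 3 matrix genes were called, among others. Mitosis genes were higher in 26 of 27 (4 called when adjusted over the list alone). Their median was 0.63 (adjusted p = 1.06e-07, and adjusted p = 0.299 with an estimated correlation). Mitochondrially encoded mRNAs were higher in 12 of 13 (0 adjusted over the list alone). The median was 0.60 (adjusted p = 1.08e-05, and adjusted p = 0.428 with an estimated correlation). MYC targets were higher in 55 of 65 (0 adjusted over the list alone). The median was 0.35, or −0.01 with limma on log2(TPM + 1) (adjusted p = 0.000173, and adjusted p = 0.596 with an estimated correlation), and histones were higher in 17 of 20 (0 adjusted over the list alone). Their median was 0.40 (adjusted p = 0.00471, and adjusted p = 0.476 with an estimated correlation). The median of all genes was 0.00 in this fit and −0.30 with limma on log2(TPM + 1).

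Ribosomal proteins were higher in 61 of 75, with a median of 0.22 (adjusted p = 0.00264, and adjusted p = 0.708 with an estimated correlation), translation factors in 32 of 38, with 0.24 (adjusted p = 0.00733, and adjusted p = 0.6 with an estimated correlation), and oxidative phosphorylation genes in 34 of 41, with 0.28 (adjusted p = 0.0187, and adjusted p = 0.596 with an estimated correlation). Cholesterol synthesis was higher in 10 of 11, with 0.51 (adjusted p = 0.0233, and adjusted p = 0.296 with an estimated correlation), and hypoxia and glycolysis in 13 of 16, with 0.29 (adjusted p = 0.0231, and adjusted p = 0.596 with an estimated correlation). The 8 qRT-PCR genes expected higher were all positive, with 0.35 (adjusted p = 0.0431, and adjusted p = 0.6 with an estimated correlation). Among 3 tumor markers the median was 0.37 (adjusted p = 0.0727, and adjusted p = 0.476 with an estimated correlation). Adjusted over the list alone, 1 tumor marker (DSP) and 0 genes of the other lists in this paragraph were called.

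Extracellular matrix genes were lower in 34 of 37 (0 adjusted over the list alone). The median was −0.46 (adjusted p = 2.7e-07, and adjusted p = 0.234 with an estimated correlation). Endothelial identity genes were lower in 25 of 27 (3 adjusted over the list alone), with a median of −0.58 (adjusted p = 1.15e-06, and adjusted p = 0.232 with an estimated correlation). Notch and tip cell genes were lower in 10 of 11, with −0.51 (adjusted p = 0.0011, and adjusted p = 0.296 with an estimated correlation), nuclear-retained lncRNAs in 7 of 8, with −0.57 (adjusted p = 0.0188, and adjusted p = 0.35 with an estimated correlation), and p53 targets in 8 of 10, with −0.28 (adjusted p = 0.0428, and adjusted p = 0.314 with an estimated correlation). TGF-beta and YAP targets were lower in 8 of 12, with −0.40 (adjusted p = 0.0445, and adjusted p = 0.338 with an estimated correlation), but not called with the block (adjusted p = 0.106). The 3 qRT-PCR genes expected lower had a median of −0.92 (adjusted p = 0.00202, and adjusted p = 0.32 with an estimated correlation). Interferon response genes, which rose in cells, were higher in 9 of 17, with 0.06 (adjusted p = 0.261, and adjusted p = 0.543 with an estimated correlation).

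The change in EV packaging asked for which genes the EV-cell difference itself changed in coculture. Some genes of cell division, 12 of 60 on the mitosis list, were packaged more, such as the centromere protein INCENP by 3.54 ± 0.58 (edgeR adjusted p = 0.0151) and H2AC14 by 4.21 ± 0.73 (adjusted p = 0.02). H2AC14 held 28.7 CPM in coculture EVs against 3.54 in their cells, and 11.3 against 27.3 CPM in monoculture. NEAT1, which rose in cells, was packaged less at −2.21 ± 0.43 (adjusted p = 0.0354), with 5333 CPM in coculture EVs against 17045 in cells and 9457 against 6552 CPM in monoculture.

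Of 21430 genes 117 were called, 72 higher (all mRNA) and 45 lower (30 mRNA and 15 lncRNA). With the replicate block 276 were called and with DESeq2 993, of which 471 were higher and 522 lower. Library sizes only gave 63 higher and 82 lower, effective length as an offset 45 and 57, and limma-voom 2 and 4, around a median of all genes of −0.16 (−0.31 with library sizes only). The count hung on single EV libraries. It was 20 without monoculture EV 2, 21 without coculture EV 3, 24 without coculture EV 2, 60 without monoculture EV 1, 62 without monoculture cell 2, 299 without coculture EV 1 and 706 without monoculture EV 3.

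Genes packaged more included POLR2I, a subunit of RNA polymerase II, at 4.67 ± 1.02 (adjusted p = 0.0554), the kinetochore proteins ZWINT at 4.35 ± 0.85 (adjusted p = 0.0354) and SKA3 at 4.10 ± 0.72 (adjusted p = 0.02), TK1 at 5.36 ± 1.16 (adjusted p = 0.0539), the mitotic factor DEPDC1 at 3.83 ± 0.87 and TPX2 at 3.02 ± 0.61 (adjusted p = 0.0369). Histones included H2AC16 at 3.83 ± 0.91 and H2BC5 at 2.87 ± 0.44 (adjusted p = 0.0117). RRM2 was at 2.42 ± 0.45 (adjusted p = 0.0246). HSPA1B was at 3.50 ± 0.67 (adjusted p = 0.03), PDGFB at 2.90 ± 0.69 (adjusted p = 0.0792) and the glycolytic enzyme PGAM1 at 1.75 ± 0.39.

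Genes packaged less included RHOF, a GTPase of filopodia, at −3.48 ± 0.61 (adjusted p = 0.02), with 5.07 CPM in EVs against 13.98 in cells of the coculture and 47.8 against 12.6 CPM in monoculture. The secreted TAFA2 was at −3.50 ± 0.83, the pore-forming GSDMB at −3.23 ± 0.72, the Golgi protein TVP23B at −2.29 ± 0.46, the ubiquitin ligase adaptor WSB1 at −2.25 ± 0.50, the endocytic SGIP1 at −2.24 ± 0.51 and ANKRD10 at −1.68 ± 0.41 (adjusted p = 0.0955). The lncRNA genes SMG1P5 (38.7 CPM in monoculture EVs) and ENSG00000277687 (25.2 CPM) had 0 reads in coculture EVs. Of 24 named genes only SMG1P5 kept its call under every alternative and without each library. Of the 72 genes packaged more, 57 exceeded the even background over exons in coculture EVs and 25 in monoculture EVs, and of the 45 packaged less 4 and 17.

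**Figure D4:**
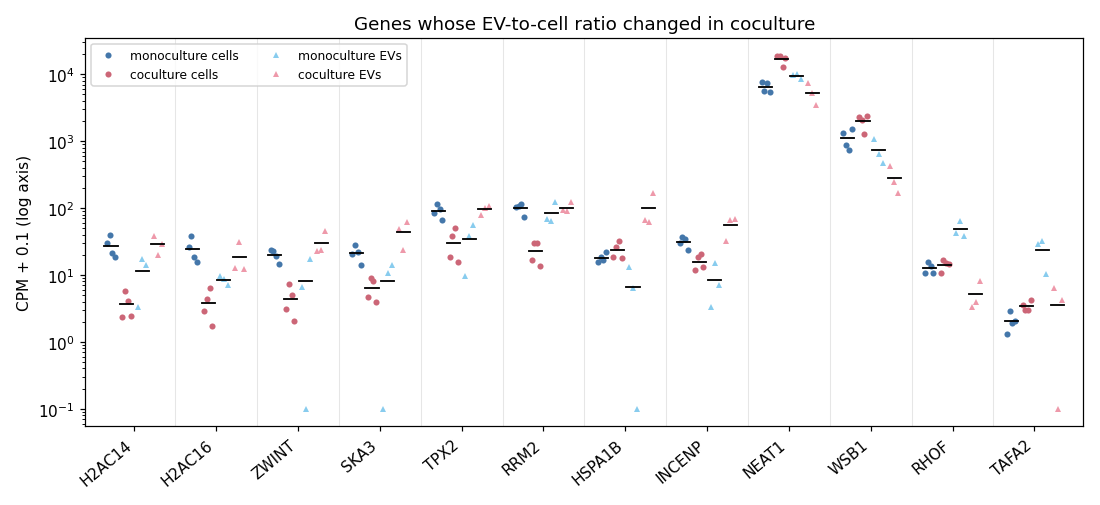
CPM (log axis) of 12 genes called for a change in EV packaging, in cells and EVs of both conditions, with a point per library and a bar at the group mean. Cell cycle genes such as RRM2 and ZWINT were lower in coculture than monoculture cells but not in EVs.

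For packaging 16 lists were called, 14 higher and 2 lower, and 0 with an estimated correlation (lowest adjusted p = 0.208). Histones were packaged more in 15 of 55 genes (39 adjusted over the list alone). The median was 1.94 (adjusted p = 6.59e-30, and adjusted p = 0.208 with an estimated correlation). Mitosis genes were packaged more in 12 of 60 (43 adjusted over the list alone), with 1.86 (adjusted p = 2.47e-28, and adjusted p = 0.232 with an estimated correlation), and DNA replication genes in 5 of 65 (25 higher and 1 lower adjusted over the list alone), with 1.06 (adjusted p = 5.46e-11, and adjusted p = 0.208 with an estimated correlation). For MYC targets the median was 0.76 with 0 of 87 called (10 adjusted over the list alone, adjusted p = 1.31e-11, and adjusted p = 0.417 with an estimated correlation). Cholesterol synthesis was at 1.42 with 1 of 27 called (12 adjusted over the list alone, adjusted p = 1.08e-05, and adjusted p = 0.291 with an estimated correlation), mitochondrially encoded mRNAs at 0.88 with 0 of 13 (7 adjusted over the list alone, adjusted p = 1.15e-06, and adjusted p = 0.32 with an estimated correlation) and hypoxia and glycolysis at 0.78 with 2 of 40 (9 higher and 1 lower adjusted over the list alone, adjusted p = 0.00018, and adjusted p = 0.314 with an estimated correlation).

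Smaller shifts were found for oxidative phosphorylation at 0.57 (1 of 77 called, 1 adjusted over the list alone, adjusted p = 3.47e-07, and adjusted p = 0.417 with an estimated correlation), translation factors at 0.47 (adjusted p = 8.22e-05, and adjusted p = 0.553 with an estimated correlation) and ribosomal proteins at 0.36 (adjusted p = 2.55e-06, and adjusted p = 0.596 with an estimated correlation). The qRT-PCR genes expected higher were at 0.38 (adjusted p = 0.0434, and adjusted p = 0.6 with an estimated correlation), the unfolded protein list at 0.28 (adjusted p = 0.0817, and adjusted p = 0.469 with an estimated correlation, or adjusted p = 0.116 with library sizes only), EV biogenesis at 0.27 (adjusted p = 0.051, and adjusted p = 0.596 with an estimated correlation) and TGF-beta and YAP targets at 0.26 (adjusted p = 0.0363, and adjusted p = 0.476 with an estimated correlation). In these last 6 lists 0 genes were called, and adjusted over the list alone only 2 TGF-beta and YAP targets. Interferon response genes were packaged less, with a median of −0.99 (0 of 68 called and 3 lower adjusted over the list alone, adjusted p = 3.49e-05, and adjusted p = 0.417 with an estimated correlation), as were nuclear-retained lncRNAs with −0.78 (1 of 18 called, 8 adjusted over the list alone, adjusted p = 0.00883, and adjusted p = 0.296 with an estimated correlation).

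Over 4476 genes the packaging change correlated with the cell change at r = −0.665 (rho = −0.680). Both contrasts contain the same cell libraries, which alone gave a mean r of −0.253 in data simulated without change. With separate cell libraries for each contrast, r was −0.546 on average and −0.609 to −0.407 over the 36 divisions, against −0.003 in data simulated without change. Where only cells changed and EVs did not, simulated data gave −0.427 (−0.442 to −0.403), and without monoculture EV 1 the observed r was −0.390. A negative r thus needs no change in EVs. EV and cell changes correlated with r = −0.200 (rho = −0.264), but with r = 0.084 when monoculture EV 1 was left out and −0.086 without EV 1 of both conditions.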

Values the study reported

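In untreated HUVECs, in an experiment separate from the coculture, the study reported a correlation between EVs and cells of r = 0.86 for mRNA and r = 0.61 for lncRNA genes. It detected 12,458 mRNA and 6544 lncRNA genes in cells, of which 10,761 and 2393 were also found in EVs. There, 609 mRNA and 72 lncRNA genes were enriched in EVs, and 680 and 123 were depleted.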

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

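The tests of explanations and of other splits in this part were chosen after the results were seen, except that of an even background behind the lncRNA genes. A level in a single cell library far from the other 3 of its group, by Dixon's test, was found in 17 of 290 groups of values, where about 5% are expected by chance. Groups of 3 EV libraries are too small for this test.

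In coculture cell 4, STC1 had 322.8 CPM (29.86–50.1 in the others), MALAT1 50230 (32070–35180), SLC2A3 146.4 (94.73–101.6) and C4orf36 3.639 (0–0.596), while STAB1 was lowest with 125.4 (228.1–247.4) and PGAM1 with 69.8 (90.63–94.41). KCNQ1OT1 was lowest in coculture cell 3, with 447.8 CPM (506.1–515.5). In monoculture cell 1, ANKRD10 had 117.2 CPM and MT-ND5 was lowest with 5155 (6435–6641). Monoculture cell 2 had 563.9 CPM of NCL (463.4–476.2), 12.28 of GSDMB, 4.29 of PDIA3P2 and the lowest share of snRNA with 2.206% (2.452–2.496%). Monoculture cell 3 had 649 CPM of APLN (327.4–364.8), 102.4 of TRAK2 (81.52–84.68) and 0.1523 of ANP32BP1 (0 in the others), and monoculture cell 4 had 19000 CPM of THBS1 (15940–16230).

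The EV-cell difference differed between coculture and monoculture for 117 genes, tested with an interaction term. Named among them were TK1 (5.362), POLR2I (4.669), ZWINT (4.352), H2AC14 (4.215), SKA3 (4.102), H2AC16 (3.831), DEPDC1 (3.826), INCENP (3.542), HSPA1B (3.503), TPX2 (3.025), PDGFB (2.895), H2BC5 (2.871), RRM2 (2.419) and PGAM1 (1.753) with a higher difference in coculture. A lower difference was found for TAFA2 (−3.505), RHOF (−3.476), GSDMB (−3.229), TVP23B (−2.293), WSB1 (−2.249), SGIP1 (−2.241), NEAT1 (−2.205) and ANKRD10 (−1.681).

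With an estimated correlation the same term differed for 0 lists (lowest adjusted p = 0.208). At the preset correlation it differed for 16, by their medians of 1.937 for histones, 1.859 for mitosis, 1.416 for cholesterol synthesis, 1.056 for DNA replication, 0.879 for mitochondrially encoded mRNAs, 0.778 for hypoxia and glycolysis, 0.759 for MYC targets and 0.567 for oxidative phosphorylation. Smaller medians were 0.471 for translation factors, 0.378 for the qRT-PCR genes expected higher, 0.361 for ribosomal proteins, 0.276 for the unfolded protein list, 0.272 for EV biogenesis and 0.262 for TGF-beta and YAP targets. Interferon response (−0.992) and nuclear-retained lncRNAs (−0.784) were lower.

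Most classes of short RNA, which no comparison used, and rDNA copies held a larger share of the reads in EVs than in cells. Between monoculture and coculture EVs, snRNA made up 24.22% and 15.23%, 7SL RNA 7.98% and 13.57%, Y RNA 6.44% and 9.27% and rDNA copies 4.68% and 6.68%. These differences were not tested.

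EVs did not follow the coculture change of cells in full. The EV change covered a fraction of −0.3625 of the cell change, while data simulated at the EV read depth gave at least 0.989 where EVs followed the cells and −0.067 to 0.048 where they did not change. The depth of the EV libraries therefore does not by itself account for this, if EV libraries vary as the simulation assumed. The fraction was 0.1501 without monoculture EV 1, below 0 without each of the others, and at most −0.1708 without a pair of EV libraries of the same number. No pair therefore sets the opposite direction, but what monoculture EV 1 adds cannot be told apart from a deviation it shares with its pair. Whether EVs followed the cells in small part, for which simulated data gave 0.213 to 0.315, stays open. The summed tumor markers were 1.409 times higher in coculture than in monoculture EVs (466 ± 42.1 and 331 ± 80.5 CPM, n = 3 each), and 1.062 times in cells, but the EV groups overlapped when scaled on EVs alone. Without DSP the ratio was 1.151, or 1.108 scaled on EVs alone, with groups that overlapped. The CD31 beads were meant to remove EVs of tumor cells, but these cannot be told apart here from a change in endothelial EVs.

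More lncRNA genes were higher than lower in monoculture EVs. Of the 1351 higher ones, 20.95% overlapped or resembled short RNAs, against 13.63% of those not called, so reads of short RNAs do not account for most of them. With cell reads thinned to EV depth 94.65% of called lncRNA genes were higher. Of the 1351, only 204 had enough reads for that test and all 204 were called higher, which argues against cell depth for these 15.1%. For the other 1147 cell depth cannot be told apart from sorting. Only 32.79% held more EV reads than an even background over exons allows, and their reads lay at a median of 1.01 times that background. Traces of DNA or unspliced RNA thus remain a possible source for many of these lncRNA genes, and sorting of each cannot be told apart from it.

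For each test, other splits of the libraries into groups of the same sizes were counted. Of 35 splits for EVs against cells, only the real one called as many genes, in monoculture (7405, highest other 1) and coculture (7161, 1). Others mix the groups, which lowers calls, so chance is not excluded. The same holds over all 35 between cells (4498, highest other 5). The 8 that part all 4 pairs (highest other 1) are too few for a share under 5%. Between EVs all 10 splits reached the real count of 0, as any split must, and 10 are too few as well. The highest other split called 608, which points to a structure of the samples. It set coculture EV 1 and monoculture EV 1 and 2, with more reads of the genes taken as silent, against the rest. Among the 4 splits that part all 3 pairs, the real one called 90 with the block and the highest other 1, but 4 are too few as well. For packaging 9 of 100 splits drawn from 700 called 117 or more (highest other 3207). Chance therefore cannot be excluded over all splits, and the high counts again point to structure. Among the 11 splits that part all 7 pairs the highest other called 7.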

How the results depend on the processing

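Tests with the deposited TPM, thinned cell reads, the transcript of most reads, the block within cells and EVs or without the U11 gene were chosen after the results were seen. Listed are some results that moved by over 1.5 times or beyond the spread of replicates. Others lost or turned their call, and ranges without a library and block counts are given. The cause was not tested except where fewer reads or genes explain it by construction. With the deposited TPM genes called higher in EVs fell from 2883 to 1046 in monoculture and from 2600 to 1294 in coculture. It ended calls of C4orf36, ENSG00000225813, DDIT3, KCNQ1OT1, ANP32BP1, AURKA and CLSPN in EVs and of DSP, CDCP1 and BIRC3 between cells.

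For EVs against cells in monoculture (7405 calls), the stricter filter gave 4835, limma on log2(TPM + 1) 12552 and thinned cell reads 2503, and leaving out a library 5723–8533. In coculture (7161) limma on log2(TPM + 1) gave 16505 and thinned cell reads 3084, and leaving out a library 6190–6864. The replicate block gave 5071 and 5101, but numbers do not pair cells and EVs. Residuals of the same number correlated with r = 0.109, 0.043 and 0.05 in monoculture and 0.013, 0.002 and 0.057 in coculture, and the own number was best for 1 of 3 libraries in each.

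Between cells (4498) effective length gave 2328, an adjusted p below 0.05 2976, the joint fit of all 14 libraries 1271 and limma on log2(TPM + 1) 1402, and leaving out a library 2972–4522. Between EVs (0) DESeq2 called 3, no low-count filter 11, the replicate block 90, the joint fit 13 and limma on log2(TPM + 1) 7, and leaving out a library 0 each time. For packaging (117) DESeq2 called 993, no filter 413, the stricter filter 221, the replicate block 276, the block within cells and within EVs 1009, limma-voom 6, an adjusted p below 0.05 44 and thinned cell reads 36, and leaving out a library 20–706. In EVs against cells the block ended the calls of ANKRD10 and HOOK2 in monoculture and EEF1A1 in coculture. Between EVs it ended that of the TGF-beta and YAP list (adjusted p = 0.106). Its added calls of named genes and lists are in the report. For gene lists, an estimated correlation left 0 called in each of the 5 comparisons, and library sizes only also called the Notch (adjusted p = 0.0678) and extracellular matrix lists (adjusted p = 0.0574) lower between cells.

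The correlation of packaging change with cell change was −0.7517 among genes called in cells and −0.6693 to −0.4932 without an EV library. That of EV change with cell change was −0.3507 to 0.0843, above 0 only without monoculture EV 1. EV and cell abundance correlated in monoculture mRNA with 0.801 for log2(TPM + 0.1), 0.8664 without a TPM filter, 0.8125 without the U11 gene and 0.7956–0.8238 without a library. In monoculture lncRNA these were 0.4191, 0.5163, 0.4931 and 0.5134–0.5339, and in coculture lncRNA 0.379, 0.4454, 0.4521 and 0.4631–0.494. In coculture mRNA they were 0.7743, 0.8309 and, without a library, 0.7753–0.7799.

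The length difference in monoculture was −249.45 nt for the weighted mean length, −1617 for the transcript with the most reads, 132 for protein-coding genes and −961.5 for these with the most-read transcript. In coculture it was −454.45, −1955, 80.0 and −1768, and 25.5 for lncRNA genes. TPM favours short transcripts at a given number of reads, so the choice of transcript shifts these lengths by construction.

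With limma on log2(TPM + 1), monoculture values turned for RPL41 (−0.859), RPL14 (−0.594), TPT1 (−0.432), RPL4 (−0.767), EEF1A1 (−0.640) and ANKRD10 (−0.238), and coculture values for RPL41 (−0.787), RPL14 (−0.587), TPT1 (−0.382), RPL4 (−0.463) and EEF1A1 (−0.460). HOOK2 in coculture was at 0.041 with the stricter filter. ANLN between EVs was at −0.206 with effective length and −0.423 with limma on log2(TPM + 1). Over all settings, named genes kept direction and call in 1028 of 1075 cases in monoculture, 1046 of 1070 in coculture, 786 of 795 between cells, 114 of 128 between EVs and 496 of 638 for packaging.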

Other observations

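The tests of transcript length and of background, and the naming of NET1 and of other mRNAs from protrusions, were chosen after the results were seen, whereas the test of these other mRNAs as a set was written before its result was seen. RAB13, NET1 and TRAK2 mRNAs are known to be moved to protrusions of migrating cells, and all 3 were far higher in EVs than in cells. NET1, which activates RhoA, was higher by 5.13 ± 0.53 in monoculture (edgeR adjusted p = 1.5e-05) and 5.76 ± 0.35 in coculture (adjusted p = 4.75e-08). Among 6 other mRNAs known from protrusions, the kinesin KIF1C was higher by 4.30 ± 0.53 in monoculture (2373 against 120.9 CPM) and 4.72 ± 0.37 in coculture, and the junction protein PKP4 by 1.81 and 2.32. The collagen receptor DDR2 was higher by 1.18 and 1.34 and KANK2, a cortical adaptor, by 1.28 and 2.07. DYNLL2, a dynein light chain, was higher by 0.87 in coculture but had 0.33 in monoculture (adjusted p = 0.529), and CYB5R3, a reductase, was lower at −1.57 and −1.29.

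The median log2 EV-cell difference of these 6 mRNAs was 1.23 in monoculture and 1.71 in coculture, against −0.52 and −0.46 for random lists matched on expression. It lay at or above the 99.95th percentile of 10000 such lists in both conditions, which is consistent with packaging of protrusion mRNAs into EVs. Transcript length does not account for it, since the percentile was 99.98 with lists also matched on length. An even background over exons, as from traces of DNA, does not account for RAB13, NET1 and TRAK2 themselves, since each held at least 4.54 times the reads that this background allows in every EV library. Among the 6 other mRNAs it stays open for DYNLL2 (47 reads in monoculture EVs against 46.86 expected) and CYB5R3 (36 against 71.94), as 4 of the 6 exceeded it.

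The study's quoted values come from other samples, of untreated HUVECs without CD31 selection, with another test, so counts are not of like groups. The sources do not say which TPM the study used. In monoculture 10622 mRNA and 4011 lncRNA genes of cells also reached a rescaled TPM of 1 in EVs. With deposited TPM 1160 and 287 did. The study's counts here and in cells are nearer the rescaled ones, least clearly for lncRNA genes in EVs. With rescaled TPM 1532 mRNA and 1351 lncRNA genes were higher and 4289 and 233 lower in monoculture EVs. With deposited TPM these were 680, 366, 3902 and 136. All exceed the study's quoted counts.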
